# Aberrant Calreticulin Expression in Articular Cartilage of Dio2 Deficient Mice

**DOI:** 10.1371/journal.pone.0154999

**Published:** 2016-05-10

**Authors:** Nils Bomer, Frederique M. F. Cornelis, Yolande F. M. Ramos, Wouter den Hollander, Nico Lakenberg, Ruud van der Breggen, Lies Storms, P. Eline Slagboom, Rik J. U. Lories, Ingrid Meulenbelt

## Abstract

**Objective:**

To identify intrinsic differences in cartilage gene expression profiles between wild-type- and *Dio2*^*-/-*^-mice, as a mechanism to investigate factors that contribute to prolonged healthy tissue homeostasis.

**Methods:**

Previously generated microarray-data (Illumina MouseWG-6 v2) of knee cartilage of wild-type and *Dio2* ^-/-^ -mice were re-analyzed to identify differential expressed genes independent of mechanical loading conditions by forced treadmill-running. RT-qPCR and western blot analyses of overexpression and knockdown of *Calr* in mouse chondro-progenitor cells (ATDC5) were applied to assess the direct effect of differential *Calr* expression on cartilage deposition.

**Results:**

Differential expression analyses of articular cartilage of *Dio2*^-/-^ (N = 9) and wild-type-mice (N = 11) while applying a cutoff threshold (P < 0.05 (FDR) and FC > |1,5|) resulted in 1 probe located in Calreticulin (*Calr*) that was found significantly downregulated in *Dio2*^-/-^ mice (FC = -1.731; *P* = 0.044). Furthermore, overexpression of *Calr* during early chondrogenesis in ATDC5 cells leads to decreased proteoglycan deposition and corresponding lower Aggrecan expression, whereas knocking down *Calr* expression does not lead to histological differences of matrix composition.

**Conclusion:**

We here demonstrate that the beneficial homeostatic state of articular cartilage in *Dio2*^*-/-*^ mice is accompanied with significant lower expression of *Calr*. Functional analyses further showed that upregulation of *Calr* expression could act as an initiator of cartilage destruction. The consistent association between *Calr* and *Dio2* expression suggests that enhanced expression of these genes facilitate detrimental effects on cartilage integrity.

## Introduction

Osteoarthritis (OA) is a prevalent, complex, chronic and disabling disease among elderly and is characterized by progressive destruction of joint cartilage, remodeling of the subchondral bone, formation of osteophytes and synovitis [1,2]. The aetiology of OA is not entirely understood, yet multiple factors such as joint injury, obesity and mechanical stress have been found to significantly contribute to the onset and progression of the disease. Moreover, OA has a considerable genetic component and a variety of genetic studies have identified multiple genes that robustly confer risk to OA [3,4]. A notable OA risk gene is the deiodinase iodothyronine type-2 (D2) gene (*DIO2*) [5] that has multiple lines of substantiating functional follow up data indicating that risk allele carriers have a more vivid upregulation of *DIO2* expression in articular cartilage. *In vitro* cell studies as well as a cartilage-specific transgenic rat study indicated that this resulted in cartilage destruction. In this *in vitro* model, inhibiting *DIO2* action, resulted in prolonged cartilage homeostasis, as where *Dio2*^*-/-*^-mice were shown to be protected against treadmill-running induced OA [6].Moreover, genome wide expression analysis of articular cartilage of *Dio2*^*-/-*^ and wild-type mice, before and after forced treadmill-running, demonstrated that particularly *Calr*, *Hmgb2*, *Sox4 and Socs2* were differentially regulated in the *Dio2*^*-/-*^ mice upon the mechanical applied stresses [6]. As *Dio2*^*-/-*^ mice had less cartilage damage these genes likely contribute to enhanced adaptive capacity to environmental challenges such as mechanical overloading. In parallel to these finding, there is need for insight into intrinsic molecular pathways that assure articular cartilage tissue homeostasis independent of environmental challenges. In the current study, we therefore re-analysed our micro-array expression data of wild type and *Dio2*^-/-^ mice independent of mechanical loading by treadmill-running and performed functional studies to validate results.

## Materials and Methods

### *DIO2*^-/-^ treadmill-running animal model and microarray assay

#### Animal experiments

As described previously [6], *Dio2*^-/-^-mice were a kind gift of Dr. V. Galton (Dartmouth Medical School, NH, USA) and were backcrossed onto the C57Bl/6 background. In the experiments reported here, mice were in the 6^th^ generation of backcrossing. Wild-type C57/Bl6 mice were purchased from Janvier (Le Genest St Isle, France). All experiments were approved by the Ethics Committee for Animal Research (KU Leuven, Belgium).

Four to 6-months old male *Dio2*^-/-^-and wild-type-mice were subjected to a forced treadmill-running regimen on a four lane modular treadmill (Columbus Instruments, Columbus, OH, USA). These mice ran for 3 weeks 1 hour/day, 5 days/week, at a speed of 11 m/min and with an inclination of 5°. All animals, including mice that were used as non-running controls, were littermates and were caged together and housed in the same facility [6]. Mice were group housed in standard mouse cages with sawdust as bedding material and under conventional laboratory conditions; constant room temperature (22 +/- 2°C), humidity level (55 +/- 5%), a 12-h light:12-h dark cycle (lights on at 8 AM) and standard food (Sniff, Soest, Germany) and water available ad libitum. Mice were euthanized by decapitation under sedation.

#### RNA isolation of murine knee cartilage

For gene expression studies, cartilage was micro-dissected, snap frozen in liquid nitrogen, and stored at -80° Celsius upon isolation. Cartilage of left-side knee-joints of *Dio2*^-/—^ (n = 6 NoRun and n = 12 Run) and wild-type-mice (n = 6 NoRun and n = 16 Run) was used for RNA isolation. To gain isolation efficiency and thereby mRNA quality, articular cartilage of knee-joints of two mice from the same sub-group were pooled resulting in n = 9 *Dio2*^*-/-*^ and n = 11 wild-type samples, analyzed in the manuscript [6].

#### Microarray analysis

Sample homogenization, RNA isolations, complementary DNA synthesis, amplification, biotin labeling and hybridization onto the Illumina MouseWG-6 v2 BeadChip microarrays (Illumina, Eindhoven, The Netherlands) were performed as described [6]. Samples were dispersed for experimental condition over the arrays of 6 chips from a single batch, and each chip contained a replicate sample that was also present on a second chip, to exclude batch effects across chips. Slide scanning, basic quality control and data normalization were performed as described [6]. Replicates measured over the different chips were taken into account when performing normalization. For further analysis, the replicate with the lowest number of calls was discarded from the dataset. Raw probe-level data were exported for analyses using the Limma R-package [7]. We checked the data for large-scale batch effects between chips using principal component analysis. Probes with P-value ≤0.05 after FDR correction for multiple testing were considered significant.

### Gain and loss of function of *Calr* in ATDC5, chondrogenic induction and histological evaluation

The murine chondrogenic cell line ATDC5 (kindly provided by H.C.M. Sips, LUMC) was maintained in DMEM/Ham’s F-12 (1:1 Gibco) supplemented with 5% FBS and antibiotics at 37°C in a humidified 10% CO2 / 90% atmosphere. To induce chondrogenesis, ATDC5 cells were plated in the medium described above supplemented with ITS+ (6.25 μg/ml insulin, 6.25 μg/ml transferrine, 6.25 ng/ml sodium selenite, 5.33 linoleic acid, and 1.25 μg/ml bovine serum albumine; Becton&Dickinson, Breda, The Netherlands). The medium was replaced every other day. The total cell culture time was 4 days.

For *Calr* overexpression purposes, a plasmid vector containing untagged mouse *Calr* (pCMV3-*mCalr*) was purchased (Sino Biological Inc., Beijing, P.R. China). As a control for the *Calr* overexpression experiments, ATDC5 cells were transfected with an empty pCMV3 vector. For knockdown of *Calr* expression, 3 unique 27mer siRNA duplexes, specific for *Calr*, were purchased (OriGene technologies, Rockville, MD, USA). Together with the 27mer siRNA duplexes a universal scrambled negative control siRNA duplex (OriGene technologies) was purchased to be used as a control for the knockdown experiments. The day before transfection, ATDC5 cells were passaged 1:6 from a confluent 6-well plate into a new 12-wells plate. Fugene® 6 transfection reagent was used to transfect ATDC5 cells with either the *mCalr*-vector or control vector, or the mixed siRNA duplexes or control duplex, according to the manufacturers protocol. One day after transfection, regular proliferation medium was changed for chondrogenesis medium. After 4 days of chondrogenesis, the cells were harvested for RNA and histology.

ATDC5 cells were fixed in 4% formaldehyde and stained for acidic polysaccharides (glycosaminoglycans (GAGs)) with Alcian Blue (8-GX pH = 1; Sigma-Aldrich). To measure the staining intensity, the Alcian Blue staining was washed with 6M guanidine hydrochloride (Sigma-Aldrich) to decolorize the extracellular matrix. Intensity of the supernatant was measured using a photospectrometer at 620 nm wavelength. Experiments were perfomed with biological triplo’s.

### *DIO2* overexpressing hBMSCs, 3D chondrogenic induction and mRNA evaluation

Previously, we performed *in vitro* 3D chondrogenesis using lentiviral DIO2 transduced hBMSCs[8]. Chondrogenesis was initiated in 0.5 ml serum-free chondrogenic differentiation medium (DMEM, supplemented with Ascorbic acid (50 μg/ml; Sigma-Aldrich; Zwijndrecht, The Netherlands), L-Proline (40 μg/ml; Sigma-Aldrich), Sodium Puryvate (100 μg/ml; Sigma-Aldrich), Dexamethasone (0,1 μM; Sigma-Aldrich), ITS+, antibiotics, and TGF-β1 (10 ng/ml; PeproTech)). Lentiviral constructs containing C-terminal FLAG-tagged cys-D2 (kindly provided by Prof. Dr. Bianco[9]) were constructed and transduced into hBMSCs as described before [8]. Here we used 3D pellets that were snap frozen in liquid nitrogen and stored at -80 degrees Celsius.

#### RNA isolation

RNA from the ATDC5 cells was isolated by lysing the cells in 500 μl of TRIzol® reagent (Life Technologies, Bleiswijk, The Netherlands), and 200 μl of chloroform was added before centrifugation (15 min at 14.000g). After addition of 1 v/v 70% ethanol/DEPC-treated water to the aqueous upper layer total RNA was isolated using Qiagen RNeasy mini columns following the manufacturer’s protocol. RNA isolation from the hBMSC pellets was performed by pooling two pellets for every given condition, respectively. The isolation of RNA was performed as described previously[10]. RNA quantity was assessed using a nanodrop spectrophotometer (Thermo Fisher Scientific Inc., Wilmington, USA).

#### Quantitative RT-PCR assay (validation)

Isolation of RNA was performed as described previously[6]. Approximately, 500 ng of total RNA was processed with the “First Strand cDNA Synthesis Kit” according to the manufacturer’s protocol (Roche Applied Science, Almere, The Netherlands), upon which cDNA was diluted 5 times. RT-qPCR measurements were performed on the Roche Lightcycler 480 II, using Fast Start Sybr Green Master reaction mix according to the manufacturer’s protocol (Roche Applied Science). Relative gene expressions of the Roche Lightcycler 480 II data were calculated by using the 2^-ΔΔCt^ method[11]. The housekeeping gene, glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was used as a single reference gene for qPCR[12,13]. Primer efficiencies were verified by performing a concentration curve experiment (primer sequences used are listed in **S1 Table**). The student T-test was used to calculate the significance. All P-values < 0.05 were considered statistically significant.

## Results

After quality control and normalization of micro array expression data of articular cartilage of N = 9 *Dio2*^*-/-*^ and N = 11 wild-type mice, 18226 of the 45281 probes were found to have a detectable expression level, representing 12312 unique genes (~49% of the mouse transcriptome) and 2707 RIKEN sequences (**S2 Table**). 

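Dio2, which encodes the deiodinase that activates thyroid hormone, was measured first, because it is the gene knocked out. Its probe (ILMN_2766037) lay near background, with a normalized log2 intensity of 5.33 ± 0.26 (SD, n = 11) in wild-type and 5.91 ± 0.47 (SD, n = 9) in Dio2-/- samples. The signal passed the detection threshold on 2 of 11 wild-type arrays and on 7 of 9 Dio2-/- arrays. The difference was 0.57 on the log2 scale (SE 0.16, adjusted P = 0.195 from limma), and an exact permutation of genotype within NoRun and within Run gave a two-sided P = 0.00421. A second Dio2 probe was detected on none of the 20 arrays. Which part of the gene was deleted, and where these probes lie relative to it, is not given in the sources used here. The Dio2 signal therefore checks nothing about the genotype labels, and samples are named here as they were labelled. The RT-qPCR of Calr that the paper reports on these samples (S1 Fig) runs the same way as its array data, which does not settle the labels either.

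Each of the 20 arrays (Illumina MouseWG-6 v2) carried RNA of knee articular cartilage pooled from 2 mice of one group. There were 3 pools of wild-type NoRun mice, 8 of wild-type Run mice, 3 of Dio2-/- NoRun mice and 6 of Dio2-/- Run mice, where Run stands for forced treadmill-running. The authors deposited non-normalized probe intensities with a detection P-value for every probe and array, beside a table of their own normalized log2 values. Starting from the intensities, background was corrected and arrays were quantile-normalized on the log2 scale with limma's neqc. Probes with a detection P-value below 0.05 on at least 3 arrays were tested. This left 23148 of 45281 probes, of which 19569 carry a single gene symbol and represent 12310 genes. The median intensity per array ranged from 207.5 to 223 (median 216.3) in wild-type NoRun, from 162.3 to 203 (median 180.6) in wild-type Run, from 176.4 to 188.5 (median 188) in Dio2-/- NoRun and from 173.9 to 203 (median 192.8) in Dio2-/- Run samples. The number of probes detected per array ranged from 20344 to 20364 (median 20361), from 19637 to 21386 (median 20128), from 18469 to 20854 (median 20773) and from 19347 to 20002 (median 19653.5) in the same order of groups. The number of arrays limits the precision.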

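Besides cartilage genes, genes typical of blood-forming marrow and of skeletal muscle gave high signals, at levels that differed between pools. The tissue that these transcripts came from was not tested. The mean log2 intensity of 15 neutrophil and granulocyte genes was 14.93 ± 0.03 (SD, n = 3) in wild-type NoRun, 14.96 ± 0.09 (SD, n = 8) in wild-type Run, 14.13 ± 1.28 (SD, n = 3) in Dio2-/- NoRun and 14.67 ± 0.45 (SD, n = 6) in Dio2-/- Run samples. The mean of 24 skeletal muscle genes was 13.64 ± 0.34, 13.33 ± 0.44, 13.94 ± 0.57 and 13.79 ± 0.47 (SD) in the same groups. Dio2-/- NoRun replicate 16 had the lowest neutrophil mean of the 20 arrays (12.65), followed by Dio2-/- Run replicate 24 (13.78). These pools also had the highest muscle means (14.42 and 14.54). The same pair stood apart on the first principal component of the tested probes, which held 37.7% of the variance.

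**Figure D1:**
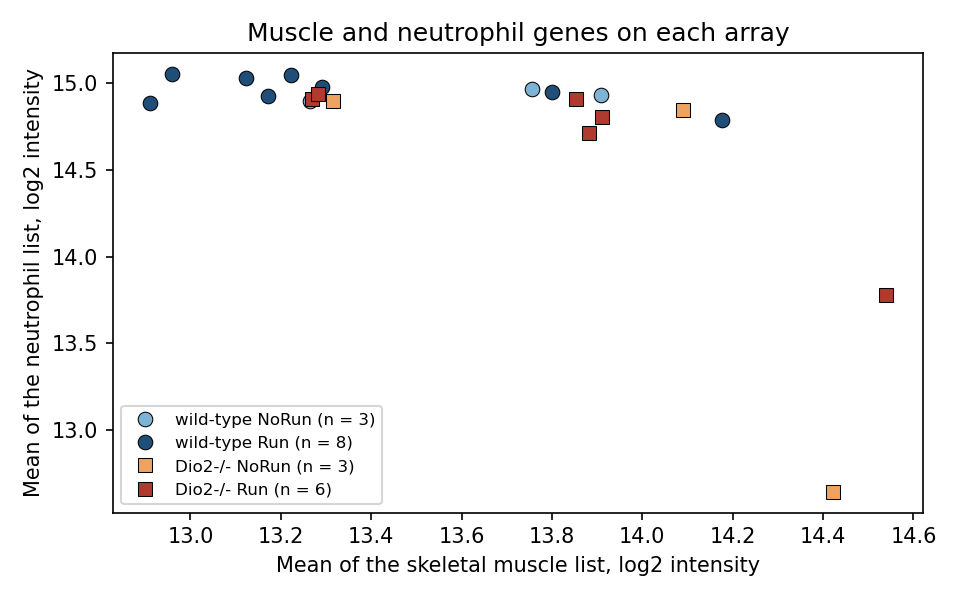
Mean normalized log2 intensity of the neutrophil and granulocyte list (vertical axis) against that of the skeletal muscle list (horizontal axis). Each symbol is 1 array of pooled cartilage, and Dio2-/- NoRun replicate 16 and Dio2-/- Run replicate 24 lie at the lower right, at neutrophil means of 12.65 and 13.78.

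The second principal component held 13.3% of the variance and followed the chips, which explained 82.4% of it (permutation test with 100000 resamples, one-sided in the share explained, P = 0.00018). Genotype explained 19.5% of that component, running 23.6% and the 4 groups of genotype and running 47.4%. Chip and group overlap, so that their shares cannot be fully told apart. According to the labels, 4 of the 6 chips carried arrays of 1 group each, and 2 chips carried both genotypes: 3 wild-type NoRun samples with 1 Dio2-/- Run sample on chip 4, and 1 wild-type Run sample with 2 Dio2-/- Run samples on chip 6.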

Differential expression analyses while applying a cutoff threshold (P < 0.05 (FDR) and FC > |1,5|)[6] resulted in only 1 probe located in Calreticulin (*Calr*) that was found significantly downregulated in *Dio2*^-/-^ mice (FC = -1.731; *P* = 0.044). 

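Calr, which encodes the calcium-binding endoplasmic reticulum chaperone calreticulin, was lower in Dio2-/- cartilage. Its probe (ILMN_2861176) had a log2 intensity of 10.91 ± 0.47 (SD, n = 11) in wild-type and 9.95 ± 0.39 (SD, n = 9) in Dio2-/- samples. With running in the model the log2 FC was -0.99 (SE 0.17, 95% interval -1.33 to -0.64), which is 1.99-fold lower. An exact two-sided permutation of genotype within NoRun and within Run gave P = 0.000216 over 60060 arrangements. Over all probes the adjusted P from limma was 0.0777, so that Calr did not pass the threshold of 0.05. A second Calr probe was not detected. A single probe, ILMN_2798167, passed that threshold and was lower in Dio2-/- samples (log2 FC -1.19, SE 0.16, adjusted P = 0.00557 from limma). It was detected on 10 of 11 wild-type and 0 of 9 Dio2-/- arrays, so that its Dio2-/- value is background and the size of the fold depends on the background step. It has no gene symbol in the annotation used here. By its values it matches BB287469 of the S2 Table, a gene on chromosome 12 with 13 protein-coding genes between it and Dio2. Whether the loss of Dio2 or donor-strain sequence linked to Dio2 lowers this probe was not tested.

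The genes with the smallest P-values after Calr were Fes, a tyrosine kinase of myeloid cells (log2 FC -0.92, SE 0.16, adjusted P = 0.106, with -0.12 on a brighter Fes probe), the RNA-binding protein Rbm47 (-0.65, SE 0.12, adjusted P = 0.106) and Phldb1, which was higher (0.61, SE 0.12, adjusted P = 0.127). Fli1, a transcription factor of blood and endothelial cells, had a log2 FC of -0.73 (SE 0.14, adjusted P = 0.154). Pdcd10 had a log2 FC of -0.31 (SE 0.06, adjusted P = 0.154), which is 1.24-fold lower. Of the 23148 probes, 3310 (14.3%) had an unadjusted P below 0.05.

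The Calr call depended on the setting, with an adjusted P of 0.0473 without background correction, 0.0393 with cyclic loess, 0.0434 with an intensity trend and robust fit, 0.0415 with array weights, 0.00543 without Dio2-/- Run replicate 25 and 0.0085 without wild-type Run replicate 31. With chip as a fixed block the genotype effect rests on chip 6 alone, with 2 Dio2-/- samples and 1 wild-type sample. The Calr log2 FC was then -0.90 (adjusted P = 0.622) and that of ILMN_2798167 was -0.70 (adjusted P = 0.649, and 0.0893 with array position as a covariate). Within chip 4 Calr was lower by a log2 difference of -1.61 in Dio2-/- Run against wild-type NoRun, and within chip 6 by -0.90 in Dio2-/- Run against wild-type Run, where ILMN_2798167 differed by -1.59 and -0.70.

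**Figure D2:**
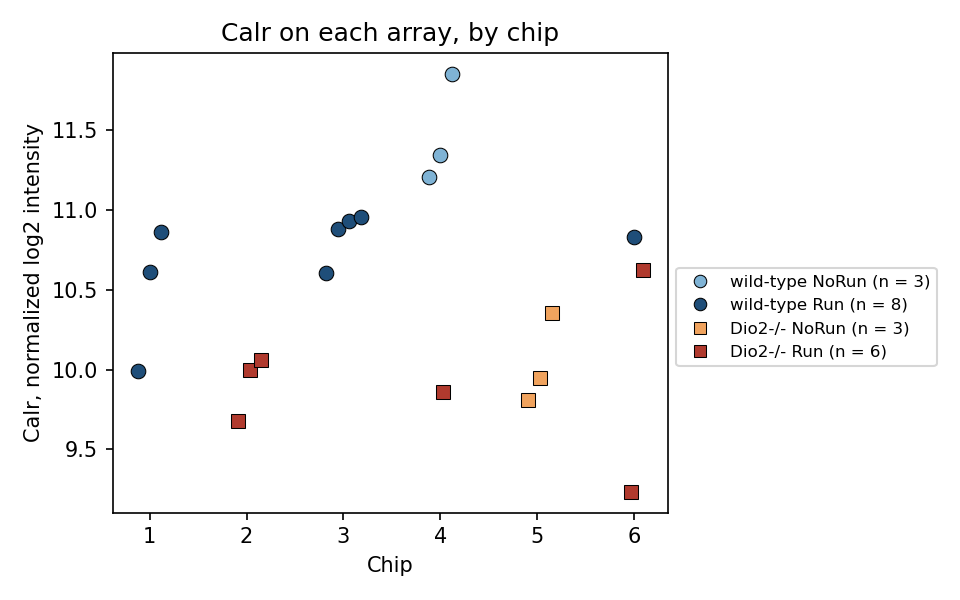
Normalized log2 intensity of Calr on each array (vertical axis) by chip (horizontal axis). Each symbol is 1 pool, coloured by genotype and running group. On chips 4 and 6, which hold both genotypes, the Dio2-/- samples lie below the wild-type samples.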

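Circadian clock genes that peak in phase with Dbp had higher values in Dio2-/- cartilage, in all 10 measured genes, with a median log2 FC of 0.43, and 6 of them passed the test when adjusted over the list alone although none did over all probes. Dbp itself, a clock output transcription factor, was 2.96-fold higher (log2 FC 1.56, SE 0.36, adjusted P = 0.158) and the clock repressor Nr1d1 was 2.56-fold higher (1.35, SE 0.31, adjusted P = 0.158). The other 4 were Ciart (0.79), Tef (0.76), Cry2 (0.47) and Per3 (0.39). The list passed limma's camera test at a preset correlation (adjusted P = 1.03e-05) and its fry test (adjusted P = 0.033), but not camera with an estimated correlation (adjusted p = 0.472 with an estimated correlation). All lists were written after the first rows of the S2 Table had been read, which give genotype values of these same arrays. These tests are therefore not blind to the data. In 31 of 100 splits of the samples, the real one included, as many lists passed camera at the preset correlation. The 3 measured clock genes of the Arntl phase had lower values (median -0.14) and did not pass camera (adjusted P = 0.321).

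**Figure D3:**
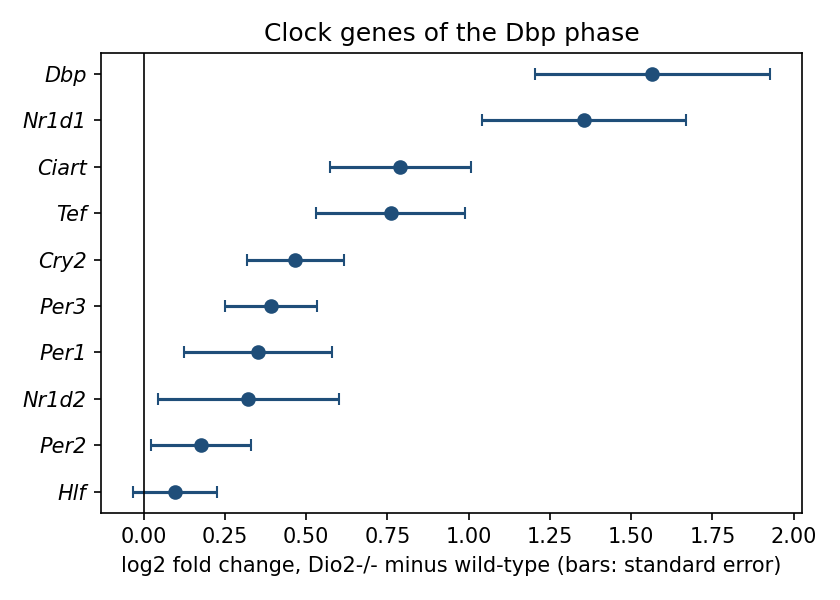
Log2 fold change of Dio2-/- against wild-type samples for the 10 measured clock genes of the Dbp phase, with running in the model. Points are estimates and bars are standard errors. Dbp has the highest value at 1.56 and Hlf the lowest at 0.10.

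Among 26 lists, 7 more passed camera at the preset correlation, and each lost its call with an estimated one (adjusted p = 0.647 with an estimated correlation in all 7). Skeletal muscle genes had higher values (23 of 24, median log2 FC 0.47, adjusted P = 1.02e-06), such as glycogen phosphorylase Pygm (0.85, SE 0.27) and the fast-fibre genes Mybpc2 (0.71, SE 0.25) and Tnnt3 (0.50, SE 0.18). Neutrophil and granulocyte genes had lower values in all 15 (median -0.44, adjusted P = 2.82e-05), with Cxcr2 at -1.02 (SE 0.38) and Chil3 at -0.71 (SE 0.28). Monocyte and macrophage genes were lower in 12 of 13 (median -0.35, adjusted P = 0.000286), including the chemokine receptors Cx3cr1 (-0.50) and Ccr2 (-0.56). B cell genes were lower in all 8 (median -0.48, adjusted P = 0.0144), with Ms4a1 at -0.46 and Fcrla at -0.88. Of the bone lists, osteoclast genes were lower in all 7 (median -0.18, adjusted P = 0.0184), among them Itgb3 (-0.50), and osteoblast and osteocyte genes in 10 of 11 (median -0.22, adjusted P = 0.03), among them Mepe (-1.13) and Sost (-0.51). Immediate early genes, which respond to acute stimuli, were higher in 9 of 10 (median 0.34, adjusted P = 0.035), with Jun at 0.50 and Junb at 0.33. No single member of these 7 lists passed over all probes, whereas Cx3cr1 and Itgb3 did when adjusted over the list alone. In Dio2-/- Run samples Itgb3 was at most 5.74, near background, so that the size of its fold is uncertain.

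Without Dio2-/- NoRun replicate 16 and Dio2-/- Run replicate 24, which stand apart in marrow and muscle transcripts, the median was 0.33 for the clock list (adjusted P = 0.000165, adjusted p = 0.652 with an estimated correlation), 0.25 for muscle (adjusted P = 0.000935, adjusted p = 0.972 with an estimated correlation) and -0.04 for neutrophil genes (adjusted P = 0.0282, adjusted p = 0.943 with an estimated correlation), and the other 5 lists no longer passed. With chip as a fixed block, chip 6 alone decides (1 wild-type sample against Dio2-/- Run replicates 24 and 25). The median was then 1.24 for the clock list, 1.11 for muscle, -0.88 for neutrophil and -0.58 for monocyte genes. Within chip 6 the means of the clock, muscle and neutrophil lists differed by 1.13, 0.99 and -0.80. Within chip 4 they differed by -0.25, -0.36 and 0.01, but there 1 Dio2-/- Run sample stands against 3 wild-type NoRun samples, which mixes genotype with running.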

Technical validation by RT-qPCR in N = 20 samples (N = 9 *Dio2*^-/-^ and N = 11 wild type mice) of the discovery cohort confirmed the expression difference (**S1 Fig**). Notably, our previous data showed that forced treadmill-running had a profound effect on *Calr* expression (FC = -1,58, *P* = 0,0418)[6] in cartilage of wild-type-mice. However, stratifying expression of *Calr* by both mice type (Dio2^-/-^, Wildtype) and exposure (Run, Norun) shows that the here identified *Calr*-effect appears to be independent of the mechanical challenge (**Fig 1**).

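Calr was lower in Dio2-/- than in wild-type cartilage both with and without treadmill-running. Its log2 intensity was 11.47 ± 0.34 (SD, n = 3) in wild-type NoRun, 10.71 ± 0.32 (SD, n = 8) in wild-type Run, 10.04 ± 0.28 (SD, n = 3) in Dio2-/- NoRun and 9.91 ± 0.46 (SD, n = 6) in Dio2-/- Run samples. In NoRun mice the genotype difference was -1.43 (2.69-fold lower, 95% interval -2.02 to -0.83), and all 3 Dio2-/- samples lay below all 3 wild-type samples. This gives an exact two-sided permutation P = 0.10, the smallest that 3 against 3 samples allow. The wild-type NoRun samples all lie on chip 4 and the Dio2-/- NoRun samples all on chip 5. The genotype difference in NoRun, and any comparison of it with Run, therefore cannot be told apart from a difference between chips. In Run mice the difference was -0.80 (1.74-fold lower, 95% interval -1.19 to -0.40, exact two-sided permutation P = 0.00433). Only chip 6 holds Run samples of both genotypes, 1 wild-type and 2 Dio2-/-. The permutation did not take chip into account, so the Run difference also largely overlaps with chip. The adjusted P from limma was 0.0735 in NoRun and 0.342 in Run, where no probe passed the threshold and 1891 had an unadjusted P below 0.05. The genotype difference in Run minus that in NoRun was 0.63 (95% interval -0.08 to 1.34, exact two-sided permutation P = 0.141), so that a different size of the effect in runners was not shown. Over all probes the NoRun difference passed without Dio2-/- Run replicate 24 (adjusted P = 0.0292 from limma) and the Run difference without Dio2-/- Run replicate 25 (adjusted P = 0.0488). From the stratified values, the paper proposes that the lower Calr in Dio2-/- cartilage does not depend on mechanical challenge.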

**Fig 1:**
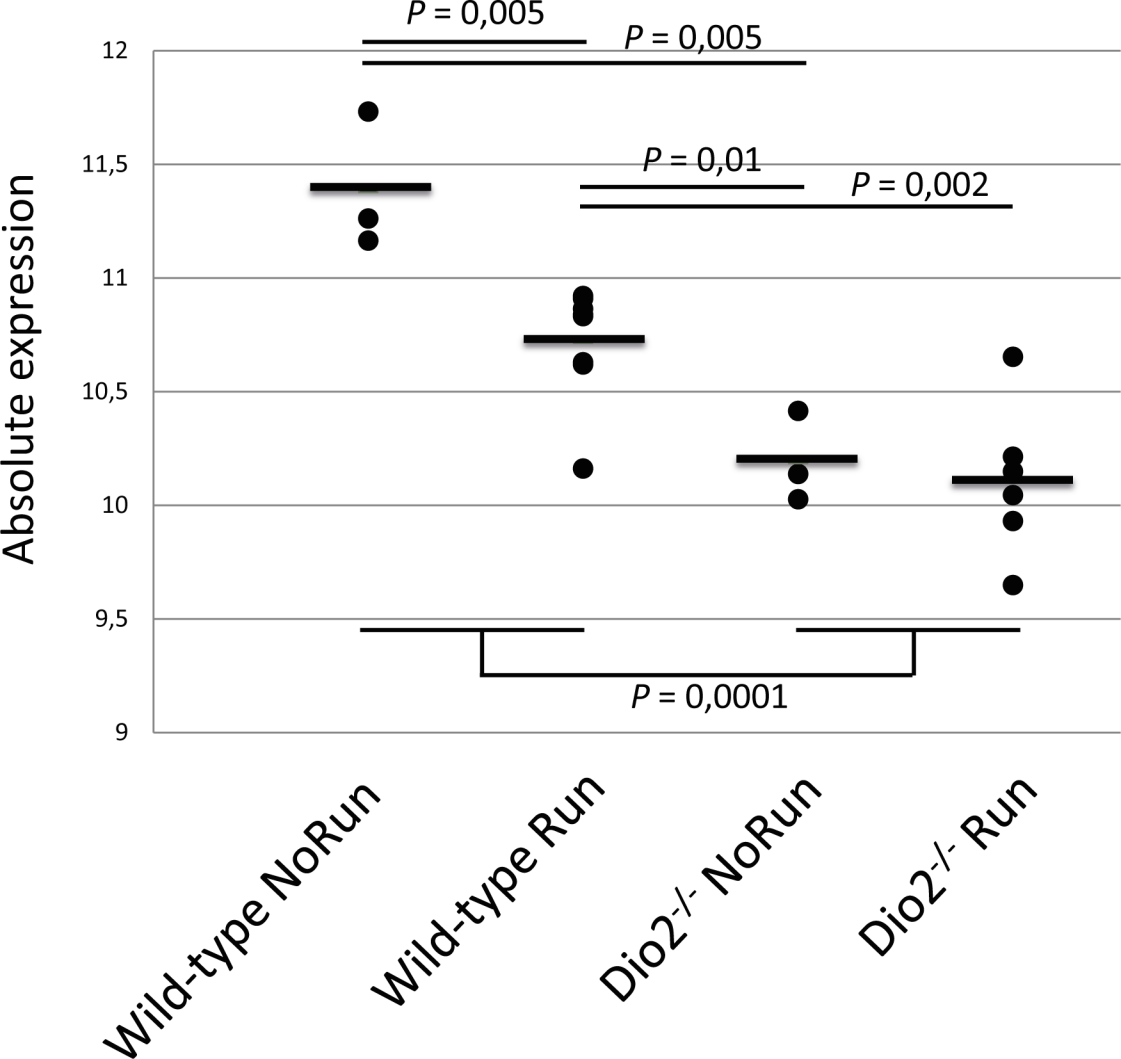
Calreticulin expression stratified for treadmill-running and knockout. Representation of the *Calr* expression values of all individual samples plotted by genotype-group (Wild-type and *Dio2*^*-/-*^) and treadmill-running-group (No Run and Run). Showing the significant reduction of *Calr* expression upon forced treadmill-running in wild-type-mice (*P* = 0,005) and the absence of change in the knockout-mice. P-values depicted are derived from Student T-Test.

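After treadmill-running, Calr was 1.69-fold lower in wild-type cartilage. The log2 difference was -0.76 (95% interval -1.25 to -0.27), and every one of the 8 Run samples lay below the 3 NoRun samples. The exact two-sided permutation P = 0.00606 is the smallest that these group sizes allow, and the adjusted P from limma over all probes was 0.17. In Dio2-/- cartilage the difference between Run and NoRun was -0.13 (95% interval -0.64 to 0.39, exact two-sided permutation P = 0.679). It turned to 0.03 without Dio2-/- NoRun replicate 16 and to 0.01 without Dio2-/- Run replicate 24. All Dio2-/- NoRun samples lie on chip 5, which holds no Run sample, so running and chip cannot be told apart in Dio2-/- cartilage. The effect in wild-type samples without NoRun replicate 12 was -0.57 (adjusted P = 0.52). With chip as a fixed block it was -0.71 (adjusted P = 0.571), and no chip carried wild-type samples of both running groups.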

Next, we investigated the effect of altered *Calr* expression on the chondrogenic capacity of ATDC5 cells. As measured by photospectrometry, overexpressing *Calr* during early 2D chondrogenesis resulted in significant lower Alcian Blue staining, indicating less glycosaminoglycan deposition (**Fig 2**). Concurrently, RT-qPCR confirmed significant lower mRNA expression levels of *Acan* (FC = -2,32) (**Fig 3**). Of note was the 1.8-fold upregulation of *Dio2* in the cells overexpressing *Calr*, albeit that this effect by definition was not significant (*P* = 0.08). On the other hand, knockdown of *Calr*, by siRNA duplexes in this model, did not show an effect on the amount of deposited glycosaminoglycans stained by Alcian Blue (**Fig 2**) nor on the mRNA expression levels of *Acan* (**Fig 3**). However, a significant 4.7-fold downregulated effect was observed for *Dio2* mRNA expression levels (*P* = 0,017).

**Fig 2:**
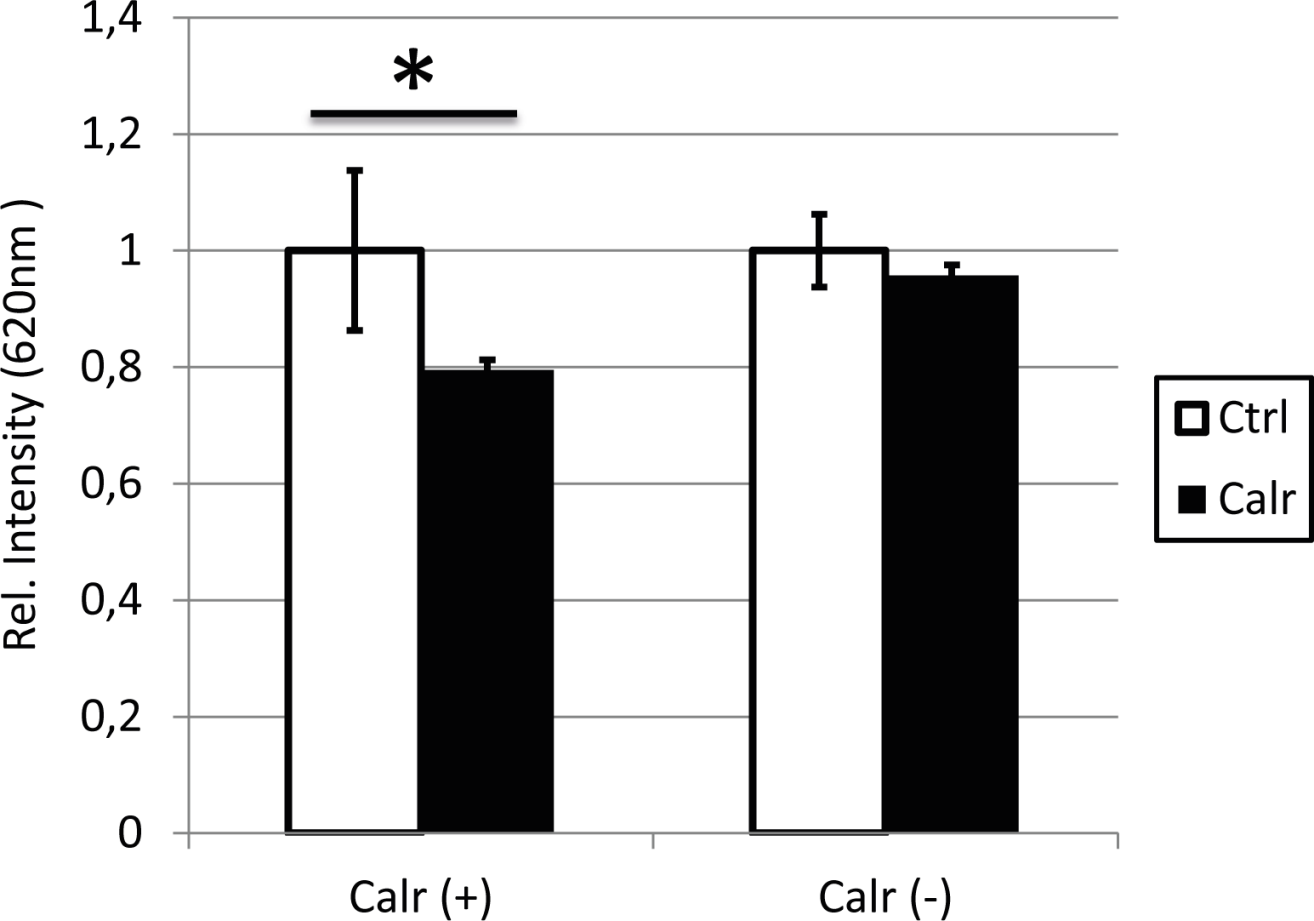
Overexpressing *Calr* resulted in significantly lower Alcian Blue (AB) staining intensities. Staining intensities of Alcian Blue staining measured with a photospectrometer (620 nm). Values are displayed as the average±SEM, relative to the control sample. Differences were analyzed with Student T-Test ((*) P < 0.05).

**Fig 3:**
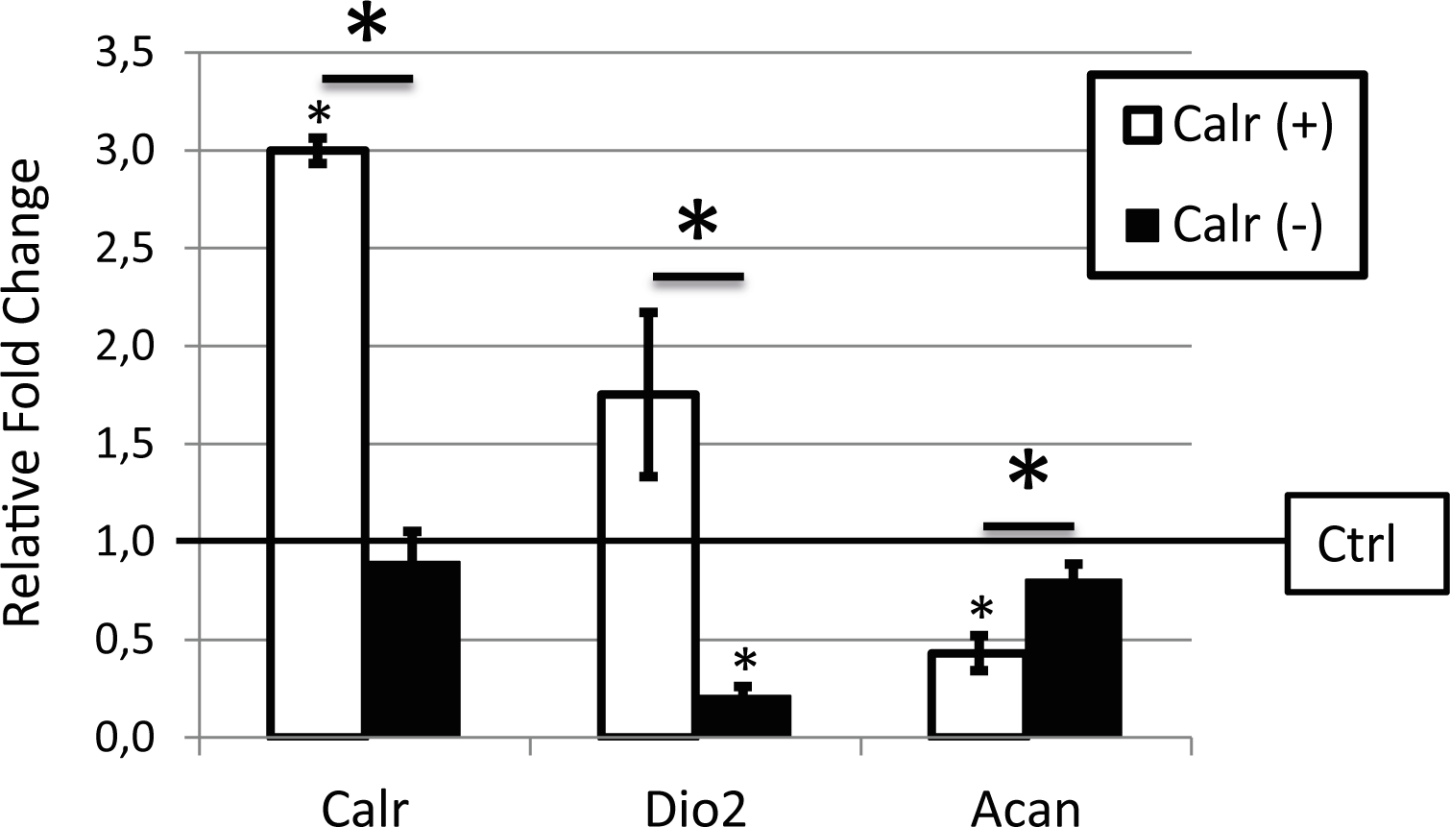
Expression analyses in *Calr* overexpressing ATDC5 cells. RT-qPCR expression of *Calr*, *Dio2 and Acan* in ATDC5 cells transfected with either a *Calr*-containing vector for overexpression (*Calr*+) or 3 unique 27mer siRNA duplexes, specific for Calr, for knockdown (*Calr*-). Values of the RT-qPCR are displayed as the average±SEM, normalized for *GAPDH* expression and relative to the control samples (dashed line). Differences were analyzed with Student T-Test ((*) P < 0.05).

Finally, to confirm the transcriptional link between of *DIO2* and *CALR* expression, we examined *CALR* expression in cartilage constructs previously generated from human BMSCs *in vitro* 3D chondrogenesis and compared them to those generated while applying overexpression of *DIO2* by lentiviral transduction[8]. As shown in **Fig 4,** also in this human BMSCs *in vitro* 3D chondrogenesis model overexpressing *DIO2* coincided with significant higher *CALR* expression.

**Fig 4:**
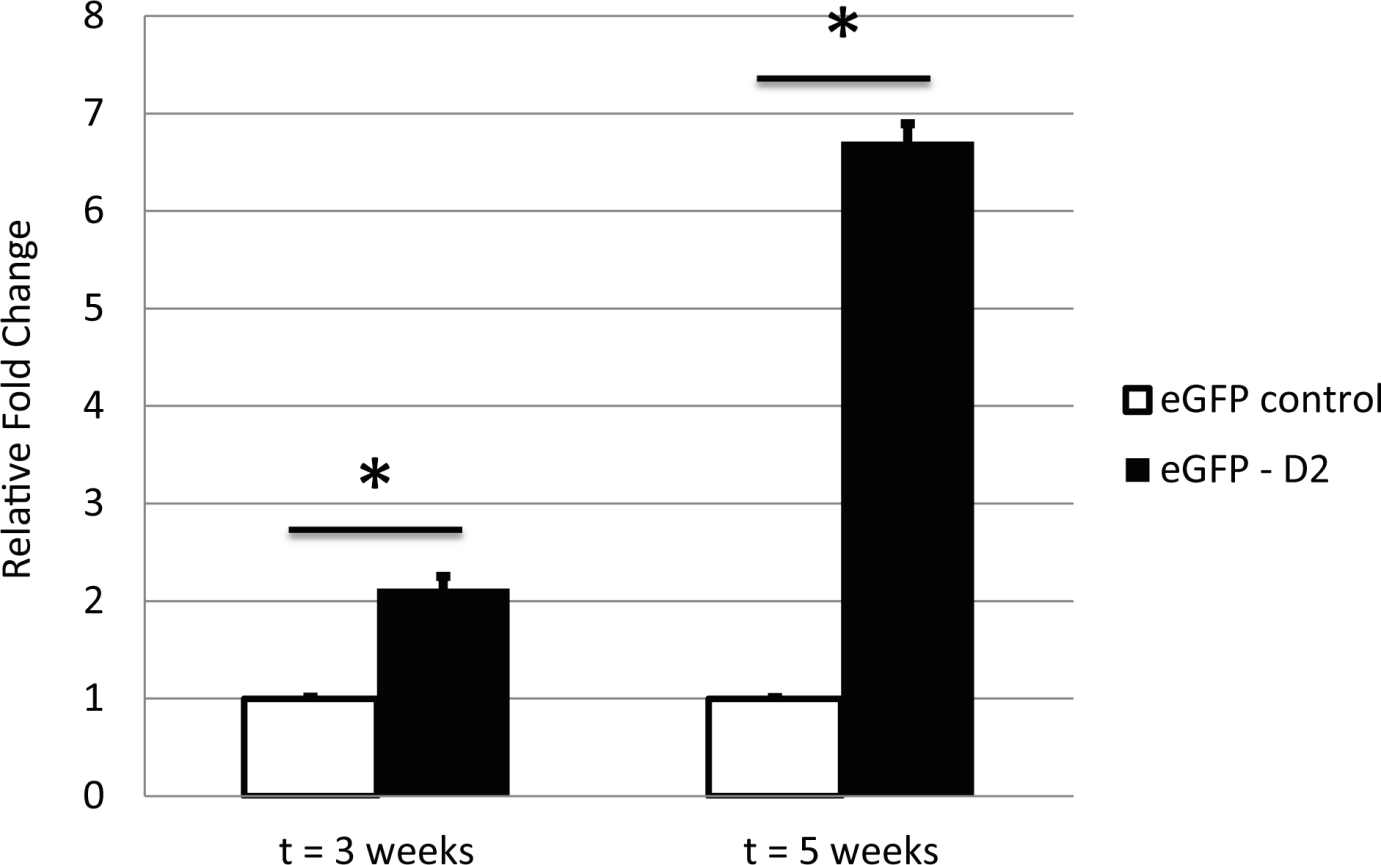
Calreticulin expression in *DIO2* overexpressing hBMSCs. qPCR expression of *Calr* in hBMSCs transduced with either a control virus-vector (eGFP) or a *DIO2*-eGFP vector. Values of the RT-qPCR are displayed as the average±SEM, normalized for *GAPDH* expression and relative to the control sample at every timepoint. Differences were analyzed with Student T-Test ((*) P < 0.05).

## Discussion

In parallel to disease modifiers, there is a need for insight into intrinsic factors that enhance stability of healthy articular chondrocytes. We show that cartilage of the *Dio2*^*-/-*^ as compared to wild type mice has an intrinsic difference in *Calr* expression. Since *Dio2*^*-/-*^ mice were previously found to be less susceptible to mechanically induced damage, our data indicate that mitigated *Calr* and/or *Dio2* expression, mark a beneficial homeostatic state of articular cartilage. Despite the, here outlined, consistent association between *Calr* and *Dio2* expression, no thyroid responsive elements were identified near *Calr*[14] nor did *Calr* show any predicted interactivity with thyroid hormone signaling based on String-DB [15].

*Calr* is a multifunctional protein that was shown to have many putative roles. Some examples are: Ca^2+^-binding, storage and stress induced release[16], quality control molecular chaperone binding to miss folded proteins and preventing them from being exported from the endoplasmic reticulum to the Golgi apparatus, and modulator of steroid-sensitive gene expression[17–21]. For that matter, the amino terminus of *Calr* interacts with the DNA-binding domain of nuclear hormone receptors (the glucocorticoid receptor[17], androgen receptor[18], and retinoic acid receptor[22]) and prevents the receptors from binding to their specific response elements, influencing transcriptional activities *in vitro* and *in vivo*. Furthermore, *Calr* expression was shown to be associated with cartilage thinning of mandibular cartilage in a rat model that studied the effects of compressive mechanical loading[16], and has been implicated in the pathogenesis of rheumatoid arthritis (RA)[23].

Similarly, in this respect, we showed that overexpression of *Calr* during early chondrogenesis in ATDC5 cells leads to decreased proteoglycan deposition and corresponding lower Aggrecan expression, whereas knocking down *Calr* expression does not lead to histological differences of matrix composition. It was shown before that increasing levels of *Calr*, sensitized the cells to apoptosis during mechanical-induced endoplasmatic reticulum-stress, while decreasing *Calr* levels protected cells from apoptosis[24]. It was hypothesised that by regulating the amount of calcium stored in the ER, and therefore the amount that can be released to the cytosol to trigger downstream events, *Calr* can affect apoptotic outcomes[25]. Given our data, we hypothesize that lower levels of *Calr* expression, as seen in the *Dio2*^*-/-*^-mice, could results in a more subtle calcium-induced apoptotic signal upon stress, being favourable for the maintenance of cartilage tissue homeostasis. The beneficial effect of reduced calcium-levels for cartilage integrity is supported by a recent study which reported that calcium antagonists might be efficient in preventing progression of OA[26].

Together, we here demonstrate that the beneficial homeostatic state of articular cartilage in *Dio2*^*-/-*^ mice is accompanied with significant lower expression of *Calr*. Moreover, we showed that increased *Calr* expression could directly provoke cartilage destruction. Given their consistent association, we conclude that enhanced interactive expression of *Calr* and *Dio2* contributes to detrimental effects on cartilage integrity. The precise molecular mechanism of *Calr* in the maintenance of cartilage homeostasis and its interplay with *Dio2* signalling is, however, little explored and more research is therefore needed.

## Supporting Information

S1 Fig Expression validation of *Calr* by RT-qPCR. Values of the RT-qPCR are displayed as the average±SEM, normalized for *GAPDH* expression and relative to the control samples. Differences were analyzed with Student T-Test ((*) P < 0.05).
(TIF)

S1 Table Primer sequences used for RT-qPCR.

S2 Table Microarray data (FDR-corrected P-values) of probes with detectable expression levels.

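The S2 Table lists, for each detected probe, a gene symbol, a P-value, an FDR-corrected P-value and a signed fold change, where a negative value means lower expression in Dio2-/- samples. The copy used here holds the first 1998 of its rows, sorted by P-value. Among them 951 are higher and 1047 lower in Dio2-/- samples, and 3 have an FDR-corrected P-value below 0.05: Pdcd10, BB287469 and Calr. The table gives no probe identifiers. When the authors' own log2 values were fitted with genotype and running in limma, over probes with a detection P-value below 0.01 on at least 6 arrays, 18226 probes were tested and the fit matched 1998 of the 1998 rows in P-value and fold change within 0.0001. This filter was chosen after the data were seen. In that match BB287469 corresponds to probe ILMN_2798167, with an adjusted P of 0.0405 and a fold change of -1.19, and Calr to ILMN_2861176, with an adjusted P of 0.0442 and a fold change of -1.73. Of the matched probes 1772 have a gene symbol in the annotation used here, and for 1400 it is the symbol that the S2 Table prints.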

How the deposited data were processed for this re-analysis (not part of the article)

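RNA of knee articular cartilage from male wild-type and Dio2-/- mice, with (Run) or without (NoRun) forced treadmill-running, had been hybridized to Illumina MouseWG-6 v2 BeadChips. The 20 arrays were grouped by genotype and running as the sample labels give them, into 3 wild-type NoRun, 8 wild-type Run, 3 Dio2-/- NoRun and 6 Dio2-/- Run samples. Each sample is a pool of 2 mice, so that the groups hold 6, 16, 6 and 12 mice, and the P-values of limma and of the permutation tests measure the spread between pools. The paper gives the wild-type mice as purchased and also all animals as littermates, so whether supplier, litter or cage differed between the genotypes is not known here, and every genotype difference carries this limit. Samples are named by group and by the number in their label. The chip and the position on the chip were also taken from the labels, and chips are numbered from 1 to 6 here. The correlation between the arrays of a pair lay between 0.913 and 0.993, and no 2 arrays were treated as one sample.

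The authors deposited mean probe intensities on a linear scale, exported at the probe level and not normalized, with no background subtracted as far as the values show. A detection P-value, computed against the negative control probes of the same array, was deposited for each intensity. The authors also deposited a table of log2 values that they had normalized between arrays, with equal quartiles in all columns. The submitters' processing notes name GenomeStudio, and its version, the background step and the normalization method are not given in the sources used here, since the paper refers to an earlier study for them. According to the paper, each chip also carried a replicate sample of another chip, and of each replicate pair the array with fewer calls was left out. Those replicate arrays were not analysed here.

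From the intensities, background was corrected and arrays were quantile-normalized with neqc of limma 3.58.1 in R 4.3.3, which estimated the background from the detection P-values, with an offset of 16, and gave log2 values. Probes with a detection P-value below 0.05 on at least 3 arrays, the size of the smallest group, were tested. The detection threshold sets the number of probes: 26979 pass it on at least 1 array, 19878 on at least 10 and 15434 on all 20, and 19216 pass a detection P-value below 0.01 on at least 3 arrays. The number of arrays and the signal over background limit the precision, and probes near background understate a fold change. Of the 45281 probes, 34885 carry 1 gene symbol in the platform annotation, 18 carry several and 10378 have none listed. By their gene identifiers, 34807 of the 34885 were found in the RefSeq gene table (GRCm38.p6), which changed 0 symbols. That table was used for names and for which genes neighbour each other only.

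The genotype effect was fitted with limma's linear model and moderated test on genotype and running over all 20 arrays. The running effect in each genotype, the genotype effect in NoRun and in Run and their difference (the interaction) were contrasts of a fit with 4 groups that share 1 estimate of the spread. P-values were adjusted by the Benjamini-Hochberg method over all 23148 tested probes, with a threshold of 0.05, and a fold above 1.5 was added as the paper does. All intervals are 95% intervals. For Calr and Dio2 alone, two-sided exact permutation tests of the difference of means were run, with labels permuted within NoRun and within Run for genotype and within genotype for the interaction.

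There were 26 gene lists: cartilage matrix and chondrocyte factors, hypertrophic chondrocytes, cartilage catabolism, bone osteoblasts and osteocytes, osteoclasts, endoplasmic reticulum chaperones other than Calr, calcium storage and release, apoptosis, thyroid hormone handling and response, glucocorticoid response, clock genes of the Dbp phase, clock genes of the Arntl phase, skeletal muscle, neutrophils and granulocytes, monocytes and macrophages, B cells, T and NK cells, erythroid cells, megakaryocytes and platelets, adipocytes, endothelium, tendon and ligament, synovial lining and fibroblasts, heat shock, immediate early genes and the cell cycle. Each gene entered with its brightest tested probe. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation and with fry, and adjusted over the 26 lists. The lists, the tests, the alternatives and the rule for named genes were chosen before the data files were examined, except for the additions named below. The lists were, however, written after the first rows of the S2 Table had been read. Those rows give genotype values from these same arrays, so the genotype list results do not come from lists set blind to the data.

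The rule named every gene the paper names for these arrays, the 10 named probes with the smallest P-values of the genotype effect, the 10 genes with the largest fold among those with an unadjusted P below 0.01, up to 4 members of each list, the 3 genes with an FDR-corrected P-value below 0.05 in the S2 Table, and the 5 probes with the smallest P-values in each direction of the running and interaction contrasts. The S2 Table values of the genes that the paper names and of the 3 genes called in it had been seen. Among the genes this rule gives, those printed as examples were picked after their values were seen. Gene lists of the interaction were tested only after the running effects had been seen.

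The alternatives were no background correction, normexp with an offset of 50, cyclic loess, the authors' normalized values, no filter and 2 stricter filters on dim probes, an intensity trend with a robust fit, array weights, chip as a fixed or random block, array position as a covariate, genotype without running, equal weight of NoRun and Run, the means of the muscle and neutrophil lists as 2 covariates, the mean over all probes of a gene, the methods' t-test for Calr, and each array left out in turn. After the data were seen, a filter of detection P-values below 0.01 on at least 6 arrays, the same filter with the authors' values, a fit without Dio2-/- NoRun replicate 16 and Dio2-/- Run replicate 24, and the mean of the Dbp-phase clock list as a covariate were added. With chip as a fixed block the genotype effect rests on the 3 samples of chip 6, since genotype and running coincide on chip 4, and the running effect in wild-type on the 7 samples of chips 4 and 6. The estimation of array weights did not converge fully.

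The code was tested on simulated data before use. For the genotype effect over 23148 probes, 58.2% of 1.5-fold and 91% of 2-fold changes were recovered in 5 simulated data sets, and 5.69% of the calls were false. Each probe was simulated with independent noise and without a chip effect, so these rates check the code and do not carry over to the real arrays. In 20 simulated data sets with independent probes, 1 unchanged list was called among the 26 lists, and a muscle list shifted by 0.5 on the log2 scale was called in all 20.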

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

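Among the tests given here, the clock covariate, the fits without Dio2-/- NoRun replicate 16 and Run replicate 24, the list means per array, the neuroendocrine tests, the Gh range per chip, the test of how muscle and marrow transcripts vary together, the list tests of the interaction and the reading of the chip block (itself a planned setting) as a test for Calr were chosen only after the results were seen.

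Calr was lower in the Dio2-/- samples by 0.99 on the log2 scale, while its value in wild-type Run replicate 31 (9.99) lay far below the other 7 samples of that group. Muscle and marrow in the dissected tissue stay open. With the means of the muscle and neutrophil lists as covariates the effect was -0.99 (95% interval -1.39 to -0.585, adjusted P = 0.0872 from limma). The interval leaves out 0, so a linear change with these 2 means does not account for the effect. The neutrophil mean varied little in wild-type samples (SD 0.03 in NoRun and 0.09 in Run), however, and need not capture the amount of marrow. Time of day of sampling, read from the clock genes, stays open. With the clock covariate the effect shrank from -0.99 to -0.71 (95% interval -1.16 to -0.263, SE 0.22 against 0.17 without it, unadjusted P = 0.00354 from limma), and the adjusted P was 0.9999. The interval leaves out 0, but the mean of 1 clock list as a linear term need not capture the time of sampling, so this test cannot decide. Chip stays open, since with chip as a fixed block the effect was -0.90 (95% interval -1.86 to 0.0622), an estimate that rests on chip 6 alone, with 2 Dio2-/- samples and 1 wild-type sample. A biological effect of the genotype stays open as a hypothesis, as do differences in supplier, litter or cage, since the paper gives the wild-type mice as purchased and all animals as littermates.

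In Dio2-/- samples skeletal muscle genes were higher and neutrophil genes lower, and the most abundant of these genes lay near the top of the scale (mean log2 intensity 15.9 for the muscle genes Acta1 and Tnnc2, 15.9 for S100a8 and 15.5 for S100a9 of neutrophils). Whether Dio2-/- NoRun replicate 16 and Run replicate 24 are the whole cause stays open: without them both lists passed camera at the preset correlation with a larger adjusted P of 0.0282 (adjusted p = 0.972 for muscle and 0.943 for neutrophil genes with an estimated correlation), but camera at that setting takes the members as nearly independent, the neutrophil median went from -0.44 to -0.04, and the mean of the muscle list per array differed by 0.24 (95% interval -0.17 to 0.647) and that of the neutrophil list by -0.09 (-0.176 to -0.00802). With all 20 arrays the list means differed by 0.41 (95% interval -0.0122 to 0.831) and -0.44 (-0.937 to 0.0554). Different amounts of muscle and marrow in the dissected tissue stay open: with all samples the estimated inter-gene correlation was 0.808 for neutrophil and 0.766 for muscle genes, above at least 23 of the 26 lists, but without these 2 samples it was 0.171 for neutrophil genes, below the median of the lists (0.22), and 0.76 for muscle genes. Of all list members, only Alpl and Lcn2 stand in more than 1 list, and how far cartilage itself expresses these genes, or a change of muscle or marrow cells with genotype, was not tested and stays open.

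Gh and Prl, which encode the pituitary hormones growth hormone and prolactin, were higher in some Dio2-/- samples, with Gh from 5.34 to 11.6, against 5.23 to 6.54 in wild-type samples other than wild-type Run replicate 29 (8.85). Gh and Prl moved together over the 9 Dio2-/- samples (Pearson r = 0.948, exact permutation adjusted P = 3.33e-05, Spearman rho = 0.933, exact permutation adjusted P = 0.00125, among 5 relations, and r = 0.953 without the 2 samples farthest from the median) and over all 20 with each gene centred on its chip (r = 0.911, rho = 0.833, and r = 0.915 without 2 samples). Chip is argued against, since Gh spanned more than 2 on the log2 scale on 4 chips. Pituitary RNA in some samples, a candidate source because the paper states that the mice were killed by decapitation, cannot be told apart from others. Of 19 other neuroendocrine transcripts 16 have a named probe, and 9 of these were detected. The mean of all 16, dim probes included, had a rho of 0.129 with Gh (permutation P = 0.588), while Pearson's r was 0.609 and 0.298 without the 2 samples farthest from the median. The abundant pituitary transcripts Pomc and Cga were detected on 2 and 1 arrays and had the highest Pearson's r with Gh (0.68 each) of the 16 with a named probe, and the genotype effects of Gh (2.20, SE 0.76, adjusted P = 0.252 from limma) and Prl (1.42, SE 0.45, adjusted P = 0.231) did not pass.

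Single samples lay far from the others of their group in 22 of 204 tests, where about 10.2 are due by chance (about 1 in 20). In Dio2-/- Run replicate 24 these were low values of Cxcr2 (8.87), Pglyrp1 (13.8), Chil3 (12.4), Ctsg (12.9), Fcrla (9.89) and Mepe (7.67), high values of Jun (9.74) and Slc5a3 (5.81), and low means of the neutrophil (13.8), monocyte (9.39), B cell (9.19) and T and NK cell lists (7.57). The value of Prl in wild-type Run replicate 22 (5.42) is background, since Prl was detected on 0 of 11 wild-type arrays. Cry2 was high in wild-type Run replicate 31 (8.07), the synovial list mean in the same sample (10.6), the thyroid hormone list mean in wild-type Run replicate 20 (8.38) and the cartilage catabolism list mean in Dio2-/- Run replicate 33 (11.1). Gins1 was low in wild-type Run replicate 22 (10.2), Lbh in Dio2-/- Run replicate 35 (10.2) and Tkfc in wild-type Run replicate 23 (7.24). Only the Run groups were tested. The tests are not independent, since list means stand beside their own members and many of them share 1 sample. The 22 therefore cannot be set exactly against the 10.2 due by chance.

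The running effect differed between genotypes for 3 lists by camera at the preset correlation, each with an adjusted p = 0.799 with an estimated correlation. The median running effect in Dio2-/- minus that in wild-type was 0.58 for neutrophil genes (adjusted P = 0.00498, and 0.845 without Dio2-/- NoRun replicate 16 and Run replicate 24), -0.83 for adipocyte genes (adjusted P = 0.00549, and 0.0229 without them) and -0.24 for cell cycle genes (adjusted P = 0.0106, and 0.504 without them). Endoplasmic reticulum chaperones passed only without them (adjusted P = 0.0229, against 0.144 and a median of -0.12 with all samples). With an estimated correlation neither these nor the adipocyte genes passed without them (adjusted p = 0.773 with an estimated correlation for both). The NoRun samples lie on chip 4 for wild-type and on chip 5 for Dio2-/-, so differences between the running effects cannot be told apart from chip.

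The following signals lie outside the results that the paper gives for these arrays, although its Introduction names Calr, Hmgb2, Sox4 and Socs2 from an earlier analysis with running. ILMN_2798167, which matches BB287469 of the S2 Table, was lower in Dio2-/- samples by 1.19 on the log2 scale (-1.19). For the genotype effect it was the 1 called probe, and the highest count among the other splits of the samples was also 1 (as many in 2 of 100, the real one included). With a fold above 1.5 the highest count was 0. These shares lie under 0.05 and argue against chance without excluding it. None of the splits takes chip into account, and with chip as a fixed block, which leaves 3 samples on chip 6 to decide, this probe lost its call (-0.70, adjusted P = 0.649). It was detected on 0 of 9 Dio2-/- arrays, so that the size of its fold depends on the background step. Its matched gene lies near Dio2 on the same chromosome, and donor-strain sequence linked to Dio2 was not tested as a cause and stays open. For running in wild-type 45 probes passed, with a highest count of 1 in the other splits (as many in 1 of 100, the real one included). This argues against chance but not against chip, since all wild-type NoRun samples lie on chip 4 without a wild-type Run sample. With chip as a fixed block only chips 4 and 6 decide. With chip as a random block 7 probes passed, and a split of chip 1 against the other wild-type samples called 21. For running in Dio2-/- 31 probes passed, where chance cannot be excluded, since another split called 5783. Chip cannot be excluded either, since all Dio2-/- NoRun samples lie on chip 5, which holds no Run sample. The splits with the highest counts set Dio2-/- NoRun replicate 16 and Run replicate 24 against the rest, which points to a structure of the samples, and a split of chip 2 against the other Dio2-/- samples called 25. Genotype in NoRun, which also sets chip 4 against chip 5, gave 10 probes, with a highest count of 0 among 10 splits, which are too few for a share under 0.05. That count was 0 with chip as a random block, with array position as a covariate and without wild-type NoRun replicate 12, Dio2-/- NoRun replicate 17 or Dio2-/- NoRun replicate 19, and 25 without Dio2-/- NoRun replicate 16. Chance cannot be excluded for the number of gene lists past the test, with 8 lists for genotype (highest 11 in the other splits, as many in 31 of 100), 2 for running in wild-type (highest 8, as many in 70 of 100, and 4 for chip 1 against the other chips) and 3 for running in Dio2-/- (highest 13, as many in 79 of 84, and 4 for chip 2 against the other chips). These camera calls at the preset correlation can therefore arise from other groupings of these samples.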

How the results depend on the processing

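The filter of detection P-values below 0.01 on at least 6 arrays with the authors' values, the fit without Dio2-/- NoRun replicate 16 and Run replicate 24, and the Dbp-phase clock covariate were tests chosen only after the results were seen. Calr was lower in Dio2-/- samples under all 19 alternatives, with a log2 FC from -1.02 to -0.71 and adjusted P-values from limma from 0.0393 to 0.9999, and with each array left out, from -1.10 to -0.91. The probe ILMN_2798167 was lower under all 18 alternatives, from -1.33 to -0.24, and lost its call under 3 of them (adjusted P = 0.649 with chip as a fixed block, 0.0893 with array position as a covariate and 0.143 with the clock covariate). The counts of called probes moved far more. Over 85 single gene results, 1342 of 1441 values under alternatives kept their direction and side of the threshold, 49 lost and 34 gained the call and 16 turned in sign, and over 14 single list results 203 of 270 kept both, 54 lost and 4 gained the call and 9 turned. No paired analysis was possible because the groups share no replicate numbers. With chip as a fixed block the genotype effect in NoRun, the running effect in Dio2-/- and the interaction could not be estimated. Signal over background limits Dio2, Prl and ILMN_2798167, which lie near background, and also Fabp4 and Slc5a3, which do so in most Dio2-/- Run samples. In Dio2-/- Run samples Itgb3 (highest 5.74) and the dimmer Sox4 probe (highest 5.97, then 5.37) also lay near background. So did the Per3 and Pbrm1 probes that fell with running in Dio2-/- samples (lowest 4.62 and 4.86). Except where the construction of an alternative is given, the cause of a change was not tested.

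Without background correction 3 probes passed for genotype, 148 for running in wild-type, 7 for running in Dio2-/- and 30 for genotype in NoRun, and Calr passed for genotype (-0.89, adjusted P = 0.0473) and in NoRun (-1.30, adjusted P = 0.0431). Normexp with an offset of 50 gave 91 probes for running in wild-type. With cyclic loess 3 probes passed for genotype, 3 with a fold above 1.5, 70 for running in wild-type and 5 in Dio2-/-, Calr passed (-0.99, adjusted P = 0.0393), and 1 list passed for running in wild-type. The authors' values gave 2 probes for genotype, 0 with a fold above 1.5, 177 for running in wild-type, 8 in Dio2-/-, 32 for genotype in NoRun and 1 for the interaction, and Calr passed in NoRun (-1.19, adjusted P = 0.0376). With their values and the added filter 3 probes passed for genotype, 175 for running in wild-type, 13 in Dio2-/- and 29 for genotype in NoRun, Calr passed for genotype (-0.79, adjusted P = 0.0442) and in NoRun (-1.19, adjusted P = 0.035), and the odds ratio of the Dio2 neighbourhood was 0.678 (Fisher's exact P = 0.0383). With no filter 18 probes passed for running in Dio2-/- and 5 for genotype in NoRun. Detection on at least 10 arrays put the apoptosis median at -0.00058.

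An intensity trend with a robust fit gave 2 probes for genotype, 2 with a fold above 1.5, and Calr passed (-0.99, adjusted P = 0.0434). Array weights gave 9 probes for genotype, 6 with a fold above 1.5, 2071 for running in wild-type, 5881 in Dio2-/-, 3374 for genotype in NoRun, 19 in Run and 827 for the interaction, and 4 lists for genotype. Under these weights Calr passed for genotype (-0.95, adjusted P = 0.0415), in NoRun (-1.65, adjusted P = 3.05e-05), for running in wild-type (-0.88, adjusted P = 0.00652) and for the interaction (0.94, adjusted P = 0.0468), its running effect in Dio2-/- was 0.057, and the genotype effect of the Acan probes was -0.011 and -0.0086 and of Hmgb2 0.021. Chip as a random block left 7 probes for running in wild-type, 2 in Dio2-/- and 0 for genotype in NoRun. Chip as a fixed block left 8 for running in wild-type and gave 1 for genotype in Run, with 4 lists for genotype and 8 for running in wild-type, an odds ratio of 1.16 for the Dio2 neighbourhood, genotype effects of 0.23 for Hsp90b1, 0.42 for Socs2 and 0.028 for Sox4, and an apoptosis median of -0.0089. With array position as a covariate 14 probes passed for running in wild-type, 0 in Dio2-/- and 0 for genotype in NoRun, and the apoptosis median was -0.024. Equal weight of NoRun and Run gave 17 probes for genotype, and genotype alone put the apoptosis median at -0.0047.

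Muscle and neutrophil covariates gave 6 probes for genotype, 4 with a fold above 1.5, 533 for running in wild-type, 4 in Dio2-/-, 36 for genotype in NoRun, 3 in Run and 2 for the interaction, with 2 lists for genotype and 1 for running in wild-type, and put an Acan probe at -0.0073, Gapdh at -0.033 and the apoptosis median at -0.026. By the methods' t-test, which is for Calr alone and not adjusted over all probes, Calr passed for genotype (-0.96), in NoRun (-1.43), in Run (-0.80) and for running in wild-type (-0.76). With an estimated correlation 0 lists passed for genotype, 0 for running in wild-type and 0 in Dio2-/- (clock median 0.43, muscle 0.47, neutrophil -0.44), and with fry 1, 0 and 0, where muscle (0.47) and neutrophil genes (-0.44) lost their call. The mean over all probes of a gene put the apoptosis median at -0.052. Without Dio2-/- NoRun replicate 16 and Run replicate 24 there were 5 probes for genotype, 2 with a fold above 1.5, 910 for running in wild-type, 213 in Dio2-/-, 48 for genotype in NoRun, 2 in Run and 13 for the interaction, and 3 lists for genotype. Calr then passed in NoRun (-1.59, adjusted P = 0.0159) and for running in wild-type (-0.76, adjusted P = 0.0459), its running effect in Dio2-/- was 0.16, the Acan probes were at -0.058 and -0.051 and Hmgb2 at 0.028. The clock covariate, which itself differs between genotypes, left 0 probes for genotype, 0 with a fold above 1.5, 2 for running in Dio2-/- and 1 for genotype in NoRun, and 0 lists for genotype and 0 for running in wild-type. It put Ciart at -0.0097, Creld2 at 0.072, Gapdh at -0.058, Klf9 at -0.19, Tef at -0.043, and the medians of apoptosis at -0.018, chaperones at 0.064, monocytes at 0.053, neutrophils at -0.0047 and muscle at 0.065.

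With each array left out in turn, 1 to 3 probes passed for genotype (3 without Dio2-/- NoRun replicate 16 or wild-type Run replicate 31) and 1 to 3 with a fold above 1.5. For running in wild-type the count ranged from 3 without wild-type NoRun replicate 12 to 236 without Dio2-/- NoRun replicate 16 and stayed within 1.5 times the full count in 4 of 20 cases. For running in Dio2-/- it ranged from 1 without NoRun replicate 16 to 2547 without Run replicate 24, for genotype in NoRun from 0 without wild-type NoRun replicate 12 to 25 without Dio2-/- NoRun replicate 16, in Run from 0 to 21 without Dio2-/- Run replicate 25, and for the interaction from 0 to 11 without Dio2-/- NoRun replicate 16. Of the lists, 1 to 3 passed for running in wild-type and 3 to 10 in Dio2-/- (10 without NoRun replicate 17). Calr passed for genotype without Dio2-/- Run replicate 25 (adjusted P = 0.00543) and without wild-type Run replicate 31 (0.0085). Its effect ranged from -1.59 to -1.24 in NoRun, from -0.94 to -0.66 in Run and from -0.27 to 0.030 for running in Dio2-/-. The odds ratio of the Dio2 neighbourhood ranged from 0.640 to 0.859, and the medians ranged from -0.024 to 0.015 for apoptosis and from -0.16 to 1.02 for neutrophil genes with running in Dio2-/-. Single genes that turned in sign ranged from -0.010 to 0.17 (Acan), from -0.11 to 0.050 (Hmgb2) and from -0.013 to 0.45 (Ltf with running in Dio2-/-).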

Differences from the paper's values

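The filter of detection P-values below 0.01 on at least 6 arrays and the fit without Dio2-/- NoRun replicate 16 and Run replicate 24 were tests chosen only after the results were seen, and the other settings named here were set before the data were examined.

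For Calr the paper's FDR-corrected P is 0.044, and here it is 0.0777. It lies within 1.5 times the paper's value without background correction (0.0473), with normexp and an offset of 50 (0.0523), with cyclic loess (0.0393), with an intensity trend and robust fit (0.0434), with array weights (0.0415), without wild-type Run replicate 20 (0.0621) and without Dio2-/- Run replicate 35 (0.0635). It does not with the authors' values (0.0681), no filter (0.106), detection on at least 10 arrays (0.075), a detection P-value below 0.01 on at least 3 arrays (0.0756), chip as a random block (0.17), chip as a fixed block (0.622), array position (0.124), muscle and neutrophil covariates (0.0872) or genotype alone (0.274), nor with any of the other 18 arrays left out, of which those without Dio2-/- Run replicate 25 (0.00543) and wild-type Run replicate 31 (0.0085) also pass the threshold. The authors' values with the added filter gave 0.0442, a setting chosen after seeing the values, which drops 0 of the 3 genes that the S2 Table calls.

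For Calr the P of genotype is about 0.0001 in Fig. 1, read by eye, against an exact permutation P of 0.000216 here. In NoRun it is about 0.005 in Fig. 1, read by eye, against an exact permutation P of 0.10, the smallest that 3 against 3 samples allow. In Run it is about 0.002 in Fig. 1, read by eye, against an exact permutation P of 0.00433. Of the 5 alternatives for each, the methods' t-test is the one that did not differ. The other 4 (no background correction, normexp, cyclic loess and the authors' values) did.

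For Pdcd10 the paper's FDR-corrected P in the S2 Table is 0.0279, and here it is 0.154. Without background correction it did not differ (0.0365), and it did under every other alternative set beforehand, although the authors' values also called it (0.0186). For BB287469 the paper's fold change is -1.19 and here, for the probe matched to it, -2.28, where its Dio2-/- values are background, so that the size of the fold depends on the background step. This fold change did not differ without background correction (-1.37), with the authors' values (-1.19) and with chip as a fixed block (-1.62), and did under the other alternatives set beforehand. The paper's FDR-corrected P of BB287469 is 0.0405, against 0.00557 here. With the authors' values it did not differ (0.0287), and with the others set beforehand it did. With the authors' values and the added filter, chosen after seeing the values, both genes have the values of the S2 Table, and 0 of its 3 called genes are dropped.

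The paper states that a single probe, in Calr, passed the thresholds of FDR and fold. Here a single probe passed both as well, ILMN_2798167, while Calr was 1.99-fold lower with an adjusted P of 0.0777. Among the settings in which Calr itself was looked up, those that called it at both thresholds were no background correction, cyclic loess, an intensity trend with a robust fit, array weights, 2 of the fits with an array left out and, chosen after seeing the values, the authors' values with the added filter. For equal weight of NoRun and Run only the number of called probes was recorded, so whether Calr passed there is not given here. The paper also cites an earlier study in which Calr fell significantly with running in wild-type cartilage. Here Calr was 1.69-fold lower after running, with an exact permutation P of 0.00606, and the adjusted P from limma over all probes was 0.17 (0.00652 with array weights, and 0.0459 without Dio2-/- NoRun replicate 16 and Run replicate 24, a setting chosen after seeing the values). From the same earlier study the paper names Hmgb2, Sox4 and Socs2 as regulated in Dio2-/- mice with running. Here none of these passed for running in Dio2-/- (Hmgb2 0.13, Sox4 -0.58, Socs2 -0.38), Sox4 and Socs2 passed with array weights (adjusted P = 0.0119 and 0.00331) and without Dio2-/- Run replicate 24 (0.0455 and 0.0442), Hmgb2 under no setting, and Sox4 and Socs2 fell in wild-type. The paper states that samples were dispersed over the chips by experimental condition, whereas the labels place samples of 1 group alone on 4 of the 6 chips.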

Other observations

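The counts over other splits of the samples were planned, and the fit without Dio2-/- NoRun replicate 16 and Run replicate 24 was a test chosen only after the results were seen.

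After treadmill-running 45 of 23148 probes passed in wild-type cartilage, 16 higher and 29 lower, of which 40 carry a gene symbol. All wild-type NoRun samples lie on chip 4, which holds no wild-type Run sample, and 8 probes passed with chip as a fixed block, 7 with chip as a random block, 21 when chip 1 was set against the other wild-type samples, and from 3 (without wild-type NoRun replicate 12) to 236 (without Dio2-/- NoRun replicate 16) with an array left out. Gins1, a subunit of the GINS complex of the DNA replication fork, rose 5.09-fold (log2 FC 2.35, SE 0.27, adjusted P = 0.000619 from limma). The homeobox gene Nkx6-2 fell (-1.84, SE 0.23, adjusted P = 0.00156), as did Tkfc, which encodes triokinase and FMN cyclase (-1.17, SE 0.15, adjusted P = 0.00185). Each of these 3 genes has 1 tested probe and lost its call under 1 alternative, chip as a fixed block (3.16, adjusted P = 0.103 for Gins1, -1.55, 0.194 for Nkx6-2 and -1.88, 0.0673 for Tkfc), where only the samples of chips 4 and 6 decide. Probes of Kmt5a (0.91, adjusted P = 0.0106), Lbh (-1.00, adjusted P = 0.00451), Anxa11 (-1.15, adjusted P = 0.00869), Purb (-1.61, adjusted P = 0.0107) and Sox4 (-1.09, adjusted P = 0.0336) also passed, whereas another probe of Lbh was at -0.09, of Anxa11 at -0.30, of Purb at -0.05 and of Sox4 at -0.07, and 3 other probes of Kmt5a ranged from -0.24 to 0.27. This other Sox4 probe was dim, at most 6.48 in wild-type Run samples against 11.3 for the called one, and can understate a change. All 5 lost their call with chip as a fixed block, at 0.95 for Kmt5a (adjusted P = 0.241), -1.10 for Anxa11 (0.193), -1.25 for Lbh, -2.48 for Purb and -1.85 for Sox4 (0.119 each), farther from 0 than without the block for 4 of them. The call was also lost without wild-type NoRun replicate 12 (0.18 for Kmt5a, 0.163 for Anxa11, 0.0728 for Lbh, 0.116 for Purb and 0.261 for Sox4). Of 17 alternatives Kmt5a lost its call under 2 and Sox4 under 3, and Sox4 lost it in 10 of 20 fits with an array left out, Kmt5a also without wild-type NoRun replicate 14 and Purb also without wild-type NoRun replicate 15. Socs2, which encodes a suppressor of cytokine signalling, fell (-0.78, adjusted P = 0.0443), and lost its call under 4 of 17 alternatives and in 15 of 20 fits with an array left out. Cartilage matrix genes had lower values in 14 of 17 (median -0.35, camera adjusted P = 0.0209, adjusted p = 0.888 with an estimated correlation), with Col2a1, the main collagen of cartilage, at -1.11 (SE 0.37, adjusted P = 0.203), the proteoglycan core protein gene Acan at -0.60 (SE 0.23) and a Col11a1 probe at -0.60 (SE 0.23), whose other probes were at -0.18 and 0.20. Skeletal muscle genes were lower in 23 of 24 (median -0.25, camera adjusted P = 0.0215, adjusted p = 0.888 with an estimated correlation), and this list lost its call without any of 6 wild-type samples, by most without wild-type NoRun replicate 14 (median -0.12, adjusted P = 0.343). With chip as a fixed block the medians were -0.82 for cartilage matrix and -1.35 for muscle. Hmgb2 (0.69) and Birc5 (0.43) of the cell cycle list passed when adjusted over the list alone and not over all probes (adjusted P = 0.104 and 0.106).

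In Dio2-/- cartilage 31 probes passed for running, 14 higher and 17 lower, a count for which chance cannot be excluded, since another split of these samples called 5783. Only 2 passed with chip as a random block, and with an array left out from 1 (without Dio2-/- NoRun replicate 16) to 2547 (without Dio2-/- Run replicate 24). All Dio2-/- NoRun samples lie on chip 5, which holds no Run sample. Every running effect in Dio2-/- samples below therefore cannot be told apart from chip. Pon1, which encodes the esterase paraoxonase, fell (log2 FC -1.15, SE 0.16, adjusted P = 0.00899 from limma), and its adjusted P was at most 0.0626 over 16 alternatives and 0.0522 with an array left out. The inositol transporter gene Slc5a3, detected on 4 Dio2-/- arrays and on no other, fell (-1.18, SE 0.19, adjusted P = 0.0239) and the RNA-binding protein gene Hnrnph3 rose (1.11, SE 0.18, adjusted P = 0.0239), and these lost their call under 7 of 13 and 8 of 16 alternatives. Apart from Run replicate 24 (5.81), Slc5a3 was at most 5.20 in Dio2-/- Run samples, near background, so that the size of its fold is uncertain. For Per3 (-1.48 and 0.16) and Pbrm1 (-1.39 and, among 4 others, 1.01) different probes moved in different directions. The falling probes of both lay near background in Dio2-/- Run samples, so that the size of their folds is uncertain. A St6galnac6 probe was at 0.88 (adjusted P = 0.0239), with its 3 other probes from 0.03 to 0.72. Adipocyte genes had lower values in 5 of 6 (median -0.96, camera adjusted P = 0.00561, adjusted p = 0.536 with an estimated correlation), and all 6 passed when adjusted over the list alone, among them the fatty acid carrier Fabp4 (-1.05), the lipid droplet gene Cidec (-1.28), leptin (Lep, -1.22) and adiponectin (Adipoq, -0.59). In Dio2-/- Run samples Fabp4 was at most 5.59, near background, so that the size of its fold is uncertain. Neutrophil genes had higher values in all 15 (median 0.57, camera adjusted P = 0.00666, adjusted p = 0.798 with an estimated correlation), such as Ctsg (0.98) and Ltf (0.30), but the median was -0.16 without Dio2-/- NoRun replicate 16 and 0.0018 without it and Run replicate 24. Heat shock genes were lower in 9 of 10 (median -0.36, camera adjusted P = 0.00979, adjusted p = 0.536 with an estimated correlation), with Hspa1a at -1.33, Hsph1 at -0.71 and a Hsp90aa1 probe at -0.96 (another at -0.10), and the list lost its call without Dio2-/- NoRun replicate 17 (adjusted P = 0.0818). Without Dio2-/- NoRun replicate 16 and Run replicate 24 the adipocyte median was -0.99 (adjusted P = 0.00483) and the heat shock median -0.41 (adjusted P = 0.00483). Sox4 (-0.58, adjusted P = 0.162), Socs2 (-0.38, adjusted P = 0.211) and Hmgb2 (0.13, adjusted P = 0.72) did not pass in Dio2-/- samples.

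No probe passed for the difference between the running effects of the genotypes (smallest adjusted P = 0.315 from limma), and 1187 had an unadjusted P below 0.05. The smallest were those of Nkx6-2 (1.91, adjusted P = 0.315), which passed under 3 of 16 alternatives and without wild-type Run replicate 22 (adjusted P = 0.0476), and of a Ppt2 probe (1.27, adjusted P = 0.336). Hmgb2 was at -0.56, Socs2 at 0.40 and Sox4 at 0.52 on the probe that passed for running in wild-type (adjusted P = 0.956 each), with the other Sox4 probe at -0.35. Other splits of the samples decide nothing about a count of 0, which all 100 of them reach (highest 48). The same holds in Run samples, where 0 probes passed for genotype by limma, 1891 had an unadjusted P below 0.05 and all 100 splits reached that count (highest 147), and a split of chips 1 and 2 against the other Run samples called 15. The same split with the NoRun samples as labelled called 0 for the genotype effect over all samples.

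Of the 26 lists, 18 did not pass for genotype at the preset correlation. Endoplasmic reticulum chaperones other than Calr had lower values in 14 of 18 (median -0.13, camera adjusted P = 0.0527), with Hsp90b1 at -0.39, Creld2 at -0.35 and Pdia3 at -0.33, and fry's mixed test, which asks for change in either direction, gave an unadjusted P of 0.0337. T and NK cell genes were lower in all 7 (median -0.31, adjusted P = 0.0527) and megakaryocyte and platelet genes in all 7 (median -0.24, adjusted P = 0.129). Cartilage matrix genes were higher in 14 of 17 (median 0.16, adjusted P = 0.205). Of 9 genes of thyroid hormone handling and response 5 were higher (median 0.08, adjusted P = 0.31), with the receptor corepressor Hr at 0.33 and Klf9 at 0.28, and Dio2 passed when adjusted over the list alone (adjusted P = 0.0155). Calcium storage and release genes were higher in 7 of 11 (median 0.04, adjusted P = 0.442), with a probe of the calcium sensor Stim2 at 0.23 and another at -0.21. Of 14 apoptosis genes 7 were higher (median 0.0025, mean -0.019, adjusted P = 0.786), with Casp8 at -0.34, and the test took the direction of the mean. The adjusted P was 0.321 for hypertrophic chondrocytes (median -0.15), 0.321 for clock genes of the Arntl phase (-0.14), 0.33 for the cell cycle (-0.04), 0.334 for endothelium (0.07), 0.404 for cartilage catabolism (-0.09), 0.442 for glucocorticoid response (median 0.01, mean -0.08, test direction lower), 0.442 for erythroid genes (0.02), 0.497 for tendon and ligament (0.24), 0.861 for heat shock (-9.12e-05), 0.91 for adipocytes (median -0.04, mean 0.09, test direction higher) and 0.91 for synovial lining and fibroblasts (median -0.01, mean 0.03, test direction higher).

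Other genes that the paper names did not pass for genotype in these samples. Acan was at 0.10 and 0.09 on its probes (adjusted P = 0.816 and 0.811), Hmgb2 at -0.04 (adjusted P = 0.905), Sox4 at -0.39 and -0.33 (adjusted P = 0.262 and 0.412), Socs2 at -0.31 (adjusted P = 0.253), and Gapdh, which the paper uses as the reference of its RT-qPCR, at 0.22 (adjusted P = 0.408). In NoRun samples Sox4 was at -0.75 on the brighter probe (adjusted P = 0.341) and Socs2 at -0.59 (adjusted P = 0.317), and with chip as a fixed block the genotype effect turned to 0.028 for that Sox4 probe and to 0.42 for Socs2.

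Dio2 lies on chromosome 12, and according to the paper the mice were in the sixth generation of backcrossing. Among 334 probes of genes within 20 Mb of Dio2, 11.7% had an unadjusted P below 0.05 for genotype, against 14.8% of 19213 others (odds ratio 0.758, 95% interval 0.527 to 1.06, Fisher's exact test, two-sided P = 0.12). Fisher's test takes probes as independent, although all were measured on the same arrays, so its P-values do not measure the spread between samples. Fits with an array left out share most arrays and are not independent repeats. The share near Dio2 was lower with a Fisher's exact P below 0.05 in 7 of 20 fits with an array left out (P from 0.0171 to 0.0456, without Dio2-/- Run replicate 32, 33 or 35, wild-type NoRun replicate 14 or wild-type Run replicate 20, 22 or 29), whereas with chip as a fixed block the odds ratio was 1.16 (Fisher's exact P = 0.418). The gene that the S2 Table names for ILMN_2798167, BB287469, lies on the same chromosome, with 13 protein-coding genes between it and Dio2. For this 1 probe, donor-strain sequence linked to Dio2 was not tested, and the shares above do not decide it.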
